# Aerobic Exercise Improves Radiation Therapy Efficacy in Non-Small Cell Lung Cancer: Preclinical Study Using a Xenograft Mouse Model

**DOI:** 10.3390/ijms25052757

**Published:** 2024-02-27

**Authors:** Sunmi Jo, Jaewan Jeon, Geumju Park, Hwan-Kwon Do, JiHoon Kang, Ki Jung Ahn, Sun Young Ma, Young Min Choi, Donghyun Kim, BuHyun Youn, Yongkan Ki

**Keywords:** aerobic exercise, radiation therapy, lung cancer, NSCLC, oxygenation

## Abstract

The “oxygen effect” improves radiation efficacy; thus, tumor cell oxygen concentration is a crucial factor for improving lung cancer treatment. In the current study, we aimed to identify aerobic exercise-induced changes in oxygen concentrations in non-small cell lung cancer (NSCLC) cells. To this end, an NSCLC xenograft mouse model was established using human A549 cells. Animals were subsequently subjected to aerobic exercise and radiation three times per week for 2 weeks. Aerobic exercise was performed at a speed of 8.0 m/m for 30 min, and the tumor was irradiated with 2 Gy of 6 MV X-rays (total radiation dose 12 Gy). Combined aerobic exercise and radiation reduced NSCLC cell growth. In addition, the positive effect of aerobic exercise on radiation efficacy through oxygenation of tumor cells was confirmed based on hypoxia-inducible factor-1 and carbonic anhydrase IX expression. Finally, whole-transcriptome analysis revealed the key factors that induce oxygenation in NSCLC cells when aerobic exercise was combined with radiation. Taken together, these results indicate that aerobic exercise improves the effectiveness of radiation in the treatment of NSCLC. This preclinical study provides a basis for the clinical application of aerobic exercise to patients with NSCLC undergoing radiation therapy.

## 1. Introduction

Lung cancer is the leading cause of cancer-related deaths worldwide, accounting for the highest mortality rate in men and women [1,2]. According to the Global Cancer Observatory, lung cancer incidence and mortality rates are similar across 20 countries with igh incidences of lung cancer [3]. Environmental factors, such as smoking and pollution, and genetic factors can cause lung cancer; however, smoking remains the leading cause [4,5]. Small cell lung cancer and non-small cell lung cancer (NSCLC) are the two most common types of lung cancer, with NSCLC comprising ~85% of lung cancer cases [6,7].

Treatment options for lung cancer include surgery, chemotherapy, and radiation therapy. However, stereotactic body radiation therapy and image-guided radiation therapy have emerged as effective treatment strategies [8]. To date, numerous anticancer drugs have been developed to treat lung cancer [9,10,11], leading to significantly improved early stage NSCLC prognosis. However, the treatment of advanced lung cancer remains challenging.

To improve lung cancer treatment efficacy, radiation therapy is combined with various anticancer drugs [12,13,14]. However, combination therapy is associated with many side effects, including oral mucositis, gastrointestinal toxicity, and hematopoietic damage, which hinder continuous clinical treatment [15,16]. Another method used to increase radiation therapy efficacy is tumor cell reoxygenation [17]. In 1950, Gray and Thomlinson evaluated the relationship between tumor radiation response and oxygen and explored the potential implications of the “oxygen effect” [18,19]. Gray and Thomlinson’s histological studies of human lung cancer and mathematical modeling of intra-tumoral oxygen transport, oxygen consumption, and regional O_2_ distribution within the tumor suggested that oxygen is closely related to tumor survival [20]. These findings promoted the study of radiobiological oxygen and hypoxia effects on cancer treatment [21,22,23,24]. Tumor hypoxia is a major contributing factor to the failure of radiation therapy, while the “oxygen effect” is essential for increasing radiation therapy efficacy [25]. Accordingly, recent research has focused on increasing oxygen levels in cancer cells through the direct delivery of oxygen using nanoparticles [26]. To achieve superior penetration into tumor cells, catalytic nano-shuttles have been developed [27,28]. Despite significant technological improvements in oxygen delivery methods, there is an ongoing debate regarding the choice of nano-shuttle materials and nanoparticle sizes for optimized tumor treatment. In addition, from a safety perspective, challenges persist regarding the design of a system that ensures the particles can travel through blood vessels to specifically and directly target tumor cells.

Several studies have shown that aerobic exercise can regulate tumor vasculature and oxygenation, leading to the development of relatively normal, more mature, and less permeable vessels in dysfunctional tumor vasculature. Aerobic exercise can also significantly increase intratumoral vascularization, leading to the normalization of the tissue microenvironment in human breast tumors [29]. Such findings may have important implications for inhibiting tumor metastasis and improving the study of the role of physical activity and exercise across the entire cancer continuum [30]. However, the mechanisms by which aerobic exercise inhibits or delays tumorigenesis currently remain elusive, and the study of the relationship between aerobic exercise and tumors requires further investigation to develop more effective clinical treatment regimens [29,30,31]. Aerobic exercise is an alternative method to induce the “oxygen effect” within tumor cells, although clinical studies have shown that it elicits variable effects on oxygen saturation [32,33,34].

The current preclinical study investigates the effect of aerobic exercise on oxygen changes in tumor cells to enhance the effectiveness of radiation therapy. In addition, whole mRNA sequencing was performed on tumor tissues to identify key factors contributing to the “oxygen effect” when aerobic exercise and radiation are combined.

## 2. Results

### 2.1. Combined Aerobic Exercise and Radiation Therapy Reduces NSCLC Cell Growth

We investigated the effect of combined aerobic exercise and radiation therapy on NSCLC cell growth utilizing an in vivo tumor xenograft model (Figure 1A). At 4 weeks, decreased tumor volume was observed in the radiation-alone group and the combination group. However, there was no significant difference in tumor volume reduction between the combination and radiation-alone groups (Figure 1B,C). Hematoxylin and eosin (H & E) staining and Kiel 67 (Ki-67) immunohistochemistry (IHC) were performed to assess the growth and proliferation levels of NSCLC cells in mouse tumor tissue sections. H&E staining revealed significant differences in cell damage between the radiation-alone and complex groups; however, KI-67 staining revealed no significant differences in cell proliferation (Figure 1D).

### 2.2. Aerobic Exercise Combined with Radiation Induces Changes in Tumor Cell Oxygen Concentration

Oxygen distribution in tumor cells is an important factor for increasing radiation efficacy. To confirm whether aerobic exercise induces the “oxygen effect” in lung cancer cells, IHC was performed using hypoxia-inducible factor-1 α (HIF-1α) and carbonic anhydrase IX (CA IX) antibodies on mouse tumor tissue sections (Figure 2A,B).

The expression of HIF-1α and CA IX in the combination group was significantly higher than in the control and radiation-alone groups. In addition, the reactive oxygen species (ROS) levels of the combination group were higher than those of the control group (Figure 2C). Consistently, oxygen concentration and ROS levels were higher in the combination group than in the radiation-alone group.

### 2.3. Aerobic Exercise Combined with Radiation Alters Gene Expression

To evaluate the effects of aerobic exercise on gene expression, whole transcriptome analysis was conducted using tissues obtained from the in vivo experiments. 

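RNA of A549 xenografts, tumors grown from a human NSCLC cell line in nude mice, was sequenced as 1 library for each of the 4 groups: control, aerobic exercise alone, radiation alone, and the combination. Tumors were irradiated with 2 Gy per session, and exercise was treadmill running at 8.0 m/min for 30 min, with 3 sessions per week over 2 weeks. The paper gives 5 mice per group, and its text does not state whether a library came from 1 tumor or from several. PolyA-selected RNA was read as stranded pairs of 100 nt. Reads assigned to genes totalled 34602535 in control, 34304760 with exercise alone, 35408705 with radiation alone, and 33432637 in the combination. The authors aligned the trimmed reads to GRCh38 with Bowtie2 2.3.4.1, counted them per gene with featureCounts 1.6.0, and deposited counts and FPKM for 38137 genes. Bowtie2 does not place a read across an intron, so reads over exon junctions can be lost. Reads of the mouse host count only where they match a human gene. Here the counts were scaled by TMM to CPM with a prior of 0.5 counts, and log2 ratios between libraries were taken for the 19393 genes with a mean count of at least 20. No group has a replicate library, and the differences given at each conclusion are ratios with no p-value. The 95% intervals of folds are exact (Clopper-Pearson) and, like the floor of 3 counts used where a library has 0 reads, cover counting error only. The gene lists were fixed before the data were examined, and a list's percentile is the place of its median log2 ratio among 10000 random lists matched on expression, as a description of these libraries.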

The Gene Expression Omnibus accession number of the data was GSE221562. We identified differentially expressed genes (DEGs) that were upregulated or downregulated by at least two-fold relative to gene expression levels in controls, using comparative combination analysis. 

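With exercise alone, genes of the cell cycle were higher and interferon-stimulated genes were lower than in control. All 34 proliferation genes had a log2 ratio above 0, with a median of 0.57 (percentile 100), and 1 was at least 2-fold higher: E2F1, a transcription factor that drives entry into S phase, at 2.09-fold (95% interval 1.82 to 2.41). Of 22 interferon-stimulated genes, 11 were at least 2-fold lower and the median log2 ratio was −1.01 (percentile 0), or −0.61 with FPKM; IFI44L had 140 reads in control and 10 with exercise, and IFIT1 had a log2 ratio of −1.98. COL10A1, a collagen gene, was 5.41-fold higher (4.87 to 6.01), and 6 of 20 immediate early genes were at least 2-fold higher, among them EGR1 at 4.29-fold (3.71 to 4.98). The 5 copies of the 18S ribosomal RNA gene, which share reads and whose RNA lacks the polyA tail used for selection, were lower, with a log2 ratio of −1.01 for RNA18SN1, and the 13 mitochondrially encoded genes had a median of 0.28. Medians were 0.29 for 18 cholesterol synthesis genes, 0.28 for 16 NF-kappaB targets, and 0.33 for 20 mesenchymal transition genes, with 1 member of these lists, SNAI2, at least 2-fold higher. Genes used as host cell markers were compared too, and their reads may come from host or tumor cells. Of 20 skeletal muscle genes, 7 were at least 2-fold higher and 0 lower (median 0.095, percentile 84.5). The 7 had few reads. MYH4 had the most with exercise, 25 against 1 in control, and MYH7 had 2 against 0, within the floor of 3 counts. The 6 keratinocyte genes had a median of 0.24 (percentile 98.6), with 4 above 0, and the 12 fibroblast genes a median of 0.006.
With radiation alone, 19 of 31 p53 targets were at least 2-fold higher than in control (median log2 ratio 1.22, percentile 100). SPATA18 was 11.8-fold higher (10.0 to 13.9), and CDKN1A, the inhibitor of cyclin-dependent kinases p21, was 5.39-fold higher (5.15 to 5.65). Of the proliferation genes, 8 were at least 2-fold lower (median −0.71), with log2 ratios of −1.08 for MKI67 and −1.23 for UBE2C. Of 40 hypoxia-induced genes, 39 had a log2 ratio above 0 with TMM scaling (median 0.46, percentile 100), and STC2 and HK2 were at least 2-fold higher. Across all genes compared, 161 were at least 2-fold higher and 136 lower with exercise, and 366 higher and 174 lower with radiation. Counting error alone gave on average 12.6, 13.6, 13.5 and 12.2 in simulated libraries, which leave out the spread between tumors and so do not show what unchanged tumors would give. Of the exercise genes 54.2% were higher, and 46.2% when scaled by total counts; of the radiation genes 67.8% were higher, and 57.6% on that scale. The counts include 10 muscle genes among those higher with exercise and 12 among those higher with radiation. Genes used as host cell markers moved with radiation alone too, and whether host or tumor cells gave these reads was not tested. Of 12 fibroblast genes, 2 had a log2 ratio above 0 (median −0.63, percentile 0), as had 3 of 5 macrophage and neutrophil genes (median 0.77, percentile 99.99). Of 20 skeletal muscle genes, 8 were at least 2-fold higher and 1 lower (median 0.475).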

When aerobic exercise and radiation were combined, 179 and 156 genes were upregulated and downregulated, respectively (Figure 3A). 

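In the combination, p53 targets, histone genes and hypoxia-induced genes were higher and cell cycle genes were lower than in control. Of 31 p53 targets, 21 were at least 2-fold higher and none was at least 2-fold lower, with a median log2 ratio of 1.40 (percentile 100); EDA2R was 8.78-fold higher (95% interval 7.81 to 9.90), CDKN1A 6.73-fold (6.43 to 7.04), and GDF15, a stress-induced cytokine, 4.41-fold (4.16 to 4.68). TRIM22, an antiviral gene, was 10.3-fold higher (8.72 to 12.3). All 40 hypoxia-induced genes had a log2 ratio above 0 with TMM scaling (median 0.52), and 4 of them were at least 2-fold higher, ADM and CA9 included. Of 27 replication-dependent histones, 9 were at least 2-fold higher (median 0.74). Most transcripts of these histones lack the polyA tail used for selection. Other RNAs without this tail, RN7SL1, RN7SL2 and RN7SK, had a median of −1.14, with 2 of the 3 at least 2-fold lower. Of 22 interferon-stimulated genes, 4 were at least 2-fold higher (median 0.60), namely IFI6, IFIT2, OAS2 and IFI27. Of 34 proliferation genes, 6 were at least 2-fold lower (median −0.66), with a log2 ratio of −1.42 for CDC20. TERT, the catalytic subunit of telomerase, had 34 reads in control and 2 in the combination, a ratio of 0.0641 (0.00747 to 0.250).
Genes used as markers of host cell types moved as well. Reads were matched to human genes, so host and tumor cells cannot be told apart as their source. Of 20 skeletal muscle genes, 10 were at least 2-fold higher (median 0.94), including CKM at 36.5-fold (9.73 to 308). Of 16 macrophage and neutrophil genes, 5 had enough reads to be compared (median 1.21, 95% interval of the median −0.2 to 1.57). CD14, CD68 and LYZ were at least 2-fold higher, LYZ at 2.96-fold (2.79 to 3.14). No other member lay above 0, and CSF1R had a log2 ratio of −0.15. Of 12 fibroblast genes, 5 were at least 2-fold lower (median −0.76), namely COL6A3, DCN, POSTN, MFAP5 and COL1A1. Of 6 keratinocyte genes, KRT5 and KRT14 were at least 2-fold lower, KRT14 with a log2 ratio of −1.58. Of this list 3 of the 6 lay above 0, and the median was −0.15 (95% interval of the median −1.29 to 0.34, percentile 16.1). With members on both sides and so wide an interval, the median does not show whether the list moved. With FPKM, the medians were 0.16 for interferon-stimulated, 0.29 for skeletal muscle and −0.24 for fibroblast genes, and with a minimum mean of 100 counts that of macrophage and neutrophil genes was 0.58.
In all, 441 genes were at least 2-fold higher and 343 lower, 14 of those higher being muscle genes; 56.2% were higher, and 45.4% when scaled by total counts. Of these, 184 higher and 244 lower genes passed the threshold in neither other treated group. The combination and radiation alone shared 252 higher and 81 lower genes, where unchanged groups simulated against the same control with counting error only shared 3.76 and 0.68 and independent lists of these sizes would share 8.3 and 3.1. The combination and exercise alone shared 46 higher and 25 lower genes, against 3.68 and 0.71 simulated and 3.7 and 2.4 for independent lists. Of the 46, 41 were also higher with radiation alone, and 5 were not (1.75 simulated). Of the 25, 7 were also lower with radiation alone, and 18 were not (0.57 simulated). The control is 1 library that cannot be split, so these overlaps may come from it in part. For genes shared by all 3 treated groups, it may be the whole source.

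**Figure D1:**
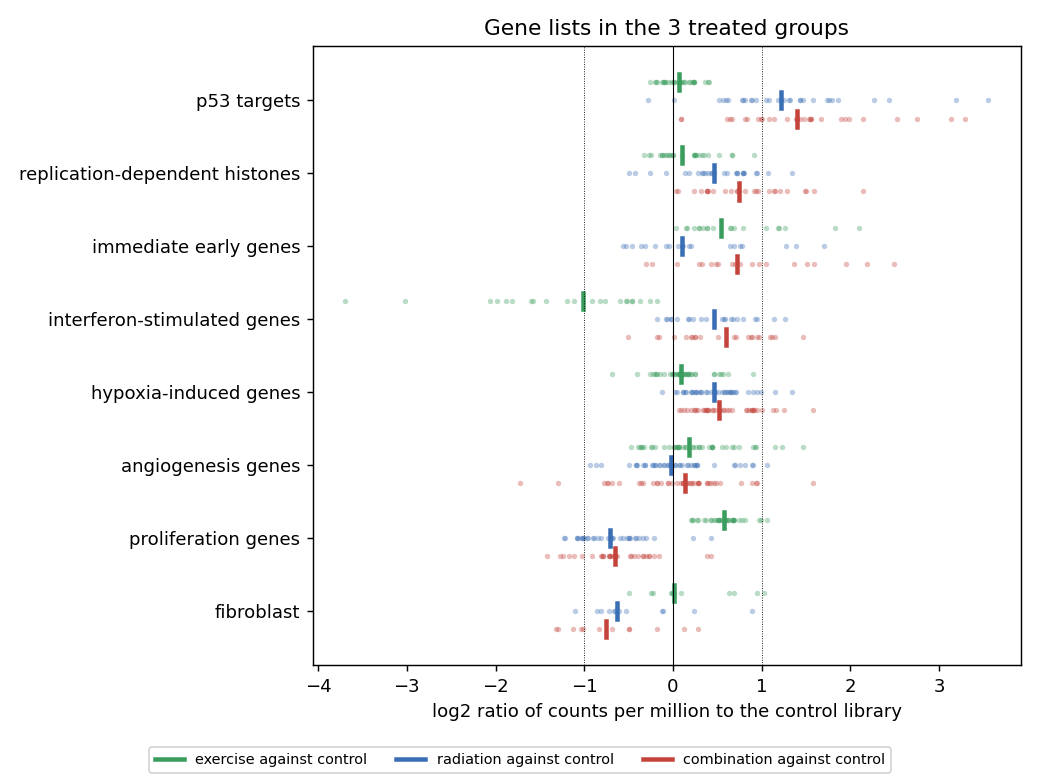
Log2 ratios of CPM to the control library (x axis) for the genes of 8 lists (y axis) in the exercise, radiation and combination groups. Each point is 1 gene in 1 library, the vertical bars are list medians, and the dotted lines mark 2-fold; p53 targets lie near 0 with exercise and to the right with radiation and the combination.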

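The 20 genes of Table 1 are short RNA genes, and each had few reads in every library. MIR3136, a microRNA gene inside TMF1 on chromosome 3 of GRCh38 (69048958 to 69049035), had 12 reads with radiation alone and 0 in the combination, and 3 reads each in control and with exercise alone. Against the floor of 3 counts this is at least 3.77-fold lower than with radiation alone, taking the 12 reads as exact, and the exact 95% interval of the ratio reaches up to 0.382. MIR23B, on chromosome 9 (95085208 to 95085304), had 15 reads in control and 0 in the combination. By the same floor this is at least 4.59-fold lower only if the 15 reads are taken as exact. The exact interval of the ratio reaches up to 0.304, which, like that of MIR3136, allows a smaller difference. The transfer RNA gene TRF-GAA1-3 had 5 reads in control, 9 with exercise, 7 with radiation and 0 in the combination. Of the 20, 14 are microRNA genes, 3 small nucleolar RNA genes and 3 transfer RNA genes. At least 12 lie within another gene on the same strand, and the search does not show that the others have no such host. The combination had 0 reads for 17 of them, and radiation alone had 0 reads for the other 3 (MIR10398, MIR106B and MIR6511B1). The highest count of any of the 20 in any library was 15, and their mean counts over the 4 libraries were 1.25 to 7.75, below the minimum of 20 used for comparisons here. The 3 genes MIR6773, SNORD116-1 and TRG-GCC1-5 had 0 reads in both control and the combination.

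**Figure D2:**
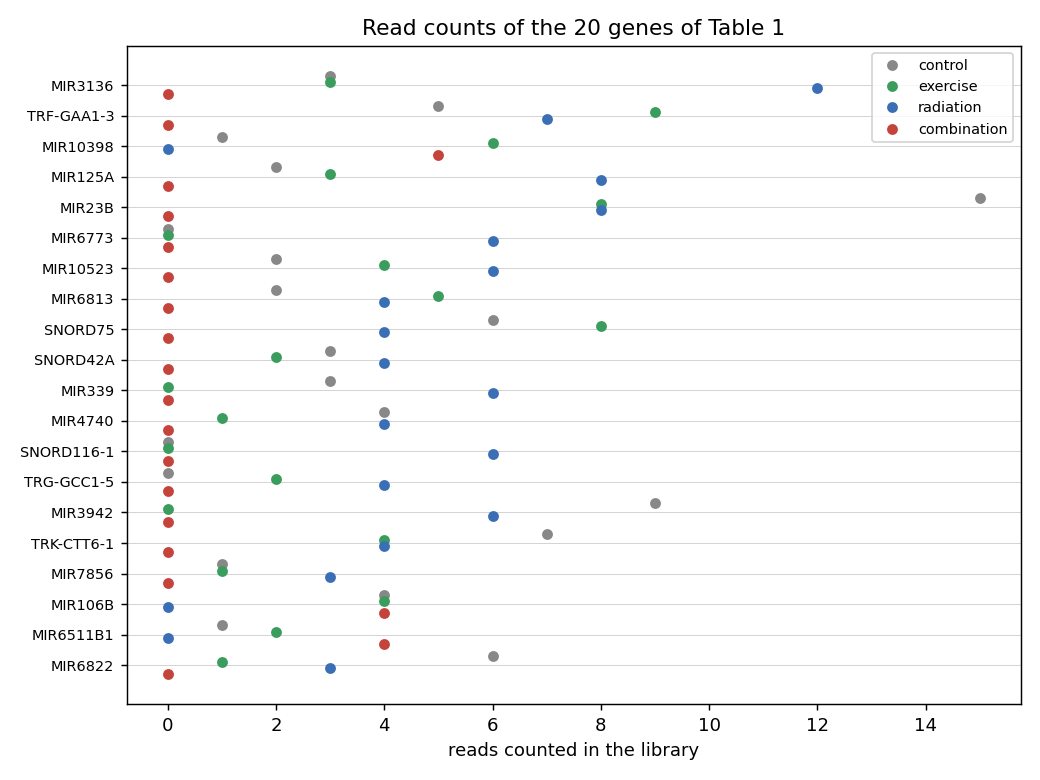
Reads counted (x axis) in each of the 4 libraries (colored points) for the 20 genes of Table 1 (y axis). All counts lie at or below 15, and 17 of the 20 genes have 0 reads in the combination.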

The top 20 DEGs are summarized in Table 1. Additionally, we identified 215 DEGs between the radiation-alone group and the combination group (Figure 3B).

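Between the combination and radiation alone, immediate early genes, which respond within minutes to growth factors and stress, were higher in the combination. All 20 had a log2 ratio above 0 (median 0.62, percentile 100), and 2 were at least 2-fold higher: FOSB at 2.16-fold (95% interval 1.94 to 2.40) and EGR2 at 2.21-fold (1.33 to 3.76). The 18S ribosomal RNA gene RNA18SN1 had a log2 ratio of −0.68. All 12 heat shock genes also had a log2 ratio above 0 (median 0.27, percentile 100), with no member at least 2-fold higher. Of 31 p53 targets, 29 had a log2 ratio above 0 (median 0.14, percentile 100.0), as had 20 of 34 proliferation genes (median 0.055, percentile 89.3), and no member of either list was at least 2-fold higher or lower. LTBP1, a binding protein of latent TGF-beta on chromosome 2 of GRCh38 (32946953 to 33399509), was 3.28-fold higher (3.21 to 3.36), and its neighbor LINC00486 (32825441 to 32842597) was 3.84-fold higher (3.74 to 3.94). These intervals cover counting error only. Whether the similar ratios of these neighbors reflect misplaced reads was not tested. MYH7, a slow muscle myosin, had 7 reads with radiation and 96 in the combination, 14.6-fold higher (6.80 to 37.2), and the median of the muscle list was 0.23. The fibroblast list had a median of −0.30. Over all genes compared, 81 were at least 2-fold higher and 172 lower, 83 of the latter being uncharacterized loci. Counting error alone, without the spread between tumors, gave 14.2 and 16.0 on average. Of these 253 genes, 137 were in neither the exercise list nor the combination list against control. With the mean count minimum raised to 100, 9 were higher and 14 lower, and the medians of the muscle and fibroblast lists were 0.013 and −0.046.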

To determine the functions of the altered DEGs, gene ontology (GO) enrichment (biological process [BP] and molecular function [MF] of individual genes and their cellular components [CC]) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed. 

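Few genes of a fixed angiogenesis list differed by 2-fold between groups with and without aerobic exercise. The paper's enrichment of gene ontology terms is another measure. It was not repeated, so these values do not test it. Against control, 3 of 44 were at least 2-fold higher with exercise alone: COL4A2, a chain of basement membrane collagen, at 2.35-fold (95% interval 2.19 to 2.52), MMP9, a matrix metalloproteinase, at 2.24-fold (1.49 to 3.42), and APLNR, the apelin receptor, at 2.81-fold (1.67 to 4.87). In this comparison 33 of the 44 had a log2 ratio above 0, and the list's median was 0.18 (percentile 100), or 0.10 with FPKM. Over all 19393 genes compared, 161 were at least 2-fold higher with exercise alone, a smaller share than 3 of 44. Between the combination and radiation alone, none of the 44 was at least 2-fold higher or lower, and the median was 0.036 (percentile 82.3). VEGFA, the main growth factor of vessels, had 5369 reads with radiation and 5735 in the combination, a log2 ratio of 0.18. PECAM1, also an endothelial marker, had a log2 ratio of −0.80 between these libraries. Of the 13 endothelial markers, 3 had enough reads to be compared, and their median was 0.20.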

In the GO_BP analysis, the GO terms significantly altered by aerobic exercise were primarily involved in the regulation of vascular development and angiogenesis (Figure 3C). For the GO_CC analysis, the GO terms that were significantly altered by aerobic exercise were protein-DNA complexes, DNA-packing complexes, and nucleosomes (Figure 3D). In addition, aerobic exercise altered cancer-associated microRNAs (Figure 3E).

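Histone genes, which code for the proteins of nucleosomes, were higher in the combination than with radiation alone. Of 27 replication-dependent histone genes compared, 25 had a log2 ratio above 0 (median 0.35, percentile 100, or 0.23 with a minimum mean of 100 counts), and 1, H2BC6, was at least 2-fold higher, with 23 reads after radiation alone and 50 in the combination (2.31-fold, 95% interval 1.38 to 3.96). H4C5 was 1.75-fold higher (1.12 to 2.76), and H2BC11 had a log2 ratio of −0.47. With exercise alone, the median against control was 0.10, or 0.24 with no minimum count, and no member compared was at least 2-fold higher or lower. With radiation alone it was 0.46, with H2BC4 and H4C8 at least 2-fold higher. The libraries were polyA-selected and most replication-dependent histone transcripts end without a polyA tail, so the reads cover part of this RNA. Other RNAs without a polyA tail were lower in the combination than with radiation alone, with a median log2 ratio of −0.52 for RN7SL1, RN7SL2 and RN7SK, and the 18S ribosomal RNA genes were lower too.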

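Most microRNA genes with enough reads differed by less than 2-fold between the combination and radiation alone. Of 269 compared, 5 were at least 2-fold higher and 5 lower, with a median log2 ratio of −0.023 (percentile 76.8); the list takes every gene named MIR, which includes host genes such as MIR2117HG. MIR1244-3 was 3.27-fold higher (95% interval 1.67 to 6.90) and MIR198 2.96-fold higher (1.57 to 5.90). MIR421, with 45 reads after radiation and 12 in the combination, had a log2 ratio of −1.78, and MIR374C of −1.54; the others were MIR6785, MIR6834 and MIR6739 among those higher and MIR2117HG, MIR3614 and MIR548XHG among those lower. With exercise alone, 7 were at least 2-fold higher and 1, MIR6736, lower than in control. Of 113 small nucleolar and Cajal body RNA genes, SNORD14A was at least 2-fold higher and SNORD14D and SNORA51 lower in the combination than with radiation alone (median 0.008). The 2 transfer RNA genes compared had a median of 0.49, and 1 small nuclear RNA gene a log2 ratio of 0.33. RN7SL1, RN7SL2 and RN7SK, the other short RNA genes compared, were each at least 2-fold lower with exercise alone than in control, with 733 and 2612 reads of RN7SL1. Mature microRNAs are shorter than the 100 nt reads, so these counts are of longer RNA that covers the microRNA genes.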

### 2.4. DEGs That Alter the Oxidation Levels of NSCLC Cells during Combined Treatment

We investigated key factors that induced changes in the oxygen concentration of tumor cells in the combination group compared to the radiation-alone group. We also investigated the DEGs involved in the changes in ROS levels in tumor cells when aerobic exercise and radiation were administered.

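Genes of oxygen response and of ROS metabolism differed by less than 2-fold between radiation alone and the combination. Of 40 hypoxia-induced genes, 31 had a log2 ratio above 0 and none was at least 2-fold higher or lower (median 0.11, percentile 99.9). ADM, a hypoxia-induced peptide, was 1.47-fold higher in the combination (95% interval 1.39 to 1.55). The 9 oxygen sensing genes compared had a median of 0.022. Of 28 NRF2 targets, the antioxidant response genes, none was at least 2-fold higher or lower (median 0.10, percentile 99.1); HMOX1, heme oxygenase, was 1.48-fold higher (1.35 to 1.63), and SLC7A11, the cystine transporter, had a log2 ratio of −0.43. The 23 enzymes that produce or remove ROS also held no member at least 2-fold higher or lower (median 0.12, percentile 99.4). Among them, catalase (CAT) was 1.26-fold higher (1.18 to 1.35) and the oxidase NOX5 had a log2 ratio of −0.86.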

A notable difference between the radiation-alone group and the combination group was observable in the overall DEG heat map in four groups related to ROS and oxygenation. Of these, we further investigated four genes (glutathione S-transferases [Gst] Mu [*Gstm*] 5 [*Gstm5*], mitochondrial permeability transition pore [*Mptp*], GST omega 1 [*Gsto1*], and solute carrier family 25 member 31 [*Slc25a31*]). Further, KEGG analysis confirmed that these genes were involved in the ROS pathway (Figure 4B).

According to the constructed database, the *Gstm5* expression level increased by 4.75-fold, *Slc25a31* gene expression increased by 1.96-fold, and *Gsto1* expression increased by 5.88-fold in the combination group compared to the radiation-alone group. 

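GSTO1, an omega-class glutathione S-transferase on chromosome 10 of GRCh38 (104254173 to 104267455), had 835 reads with radiation alone and 849 in the combination, 1.08-fold higher (95% interval 0.980 to 1.19), a difference within counting error. GSTM5, on chromosome 1 (109711751 to 109718268), had 1 read in the combination and 0 in each other library, so no fold is given. SLC25A31, an adenine nucleotide translocase on chromosome 4 (127730400 to 127774292), had 2 reads with radiation and 8 in the combination, a ratio of 4.25 (0.848 to 41.1), and 5 in control. GSTA5, on chromosome 6 (52831692 to 52846245), had 5 reads in the combination and 0 in the others; the exact interval of its ratio to radiation alone starts at 0.973, so a difference was not detectable at this depth. It is near-identical to GSTA1 and GSTA2 and may share their reads. GSTA1 and GSTA2 were each 1.27-fold higher (1.21 to 1.33 and 1.13 to 1.42), and GSTM4 had a log2 ratio of −0.53. Of 15 glutathione S-transferase genes with enough reads, none was at least 2-fold higher or lower (median 0.075, percentile 88.2). From its KEGG analysis, the paper concludes that the genes it selected are involved in the ROS pathway (Figure 4B).

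**Figure D3:**
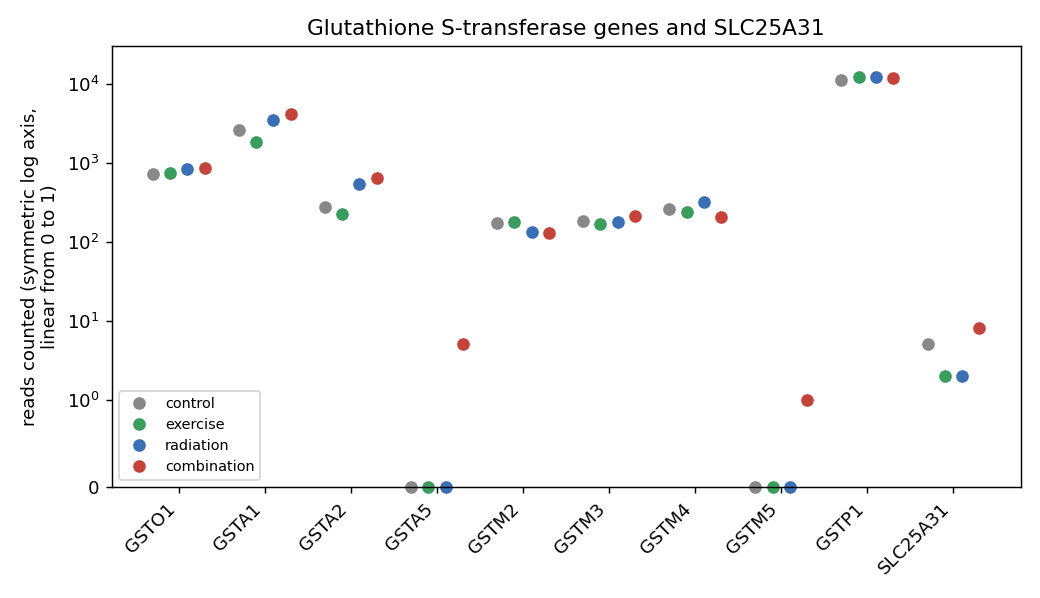
Reads counted (y axis, symmetric log scale, linear from 0 to 1) in the 4 libraries (colored points) for 9 glutathione S-transferase genes and SLC25A31 (x axis). GSTA5 and GSTM5 have reads in the combination only, 5 and 1, while GSTO1 lies between 727 and 849 in all libraries.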

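The permeability transition pore is formed by several proteins, and no gene of the files carries the name Mptp, so the genes proposed as its components are given. Between exercise alone and the combination, none of the 13 components with enough reads was at least 2-fold higher or lower, and their median log2 ratio was −0.005 (95% interval of the median −0.12 to 0.078, percentile 46.7), and 0.035 with total-count scaling. PPIF, or cyclophilin D, the regulator of the pore, was 1.06-fold higher with exercise (95% interval 0.984 to 1.13). SLC25A6 was 1.26-fold higher and SPG7 1.22-fold higher, and ATP5MC1, a subunit of ATP synthase, 1.12-fold higher. SLC25A4 had a log2 ratio of −0.40, and VDAC2 and TSPO each −0.22. SLC25A31 had 2 reads with exercise and 8 in the combination, a ratio of 0.237 (0.0245 to 1.19). In the combination against radiation alone the median of the list was 0.10.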

Finally, the expression of *Mptp* increased by 3.65-fold in the aerobic exercise group compared to the combination group.

## 3. Discussion

Currently, radiation therapy plays an important role in the treatment of NSCLC [35], and tumor oxygenation and reoxygenation during radiation therapy are important in predicting NSCLC responses [36]. Accordingly, many studies have used nanoparticles to directly deliver oxygen to tumor cells [37,38]. Despite advances in nano-carrier formulation technology, clinical application of these technologies for the treatment of patients with lung cancer remains limited. In this study, aerobic exercise was considered an alternative method to deliver oxygen to tumors. Some studies have shown that oxygen saturation decreases after aerobic exercise; however, others have highlighted the positive aspects of aerobic exercise for the treatment of other diseases, including cancers. For example, aerobic exercise has been used as an adjuvant treatment for patients with cancer, including those with breast or prostate cancer [39]. Aerobic exercise has also been used as an effective adjuvant therapy to improve peripheral oxygen saturation in patients with diabetes [40]. In addition, in patients with chronic obstructive pulmonary disease, 6 weeks of aerobic exercise improved oxygen saturation and submaximal performance [41]. Interestingly, rectal toxicity decreased with aerobic exercise in patients with prostate cancer who received radiation therapy [42].

HIF-1α and CA IX were used as markers to confirm changes in oxygen concentration in NSCLC cells when aerobic exercise and radiation were combined. HIF-1 is a transcription factor that belongs to the basic helix-loop-helix group. HIF-1α and HIF-1β form a heterodimer and induce the expression of several genes, including the gene encoding vascular endothelial growth factor, involved in angiogenesis [43]. HIF-1α activity is regulated by intracellular oxygen concentration [44]. CA IX, like HIF-1α, is a major marker of hypoxic state in tumor cells and is used in tumor cell prognosis [45]. CA IX levels are significantly increased by tumor cell oxygenation [46]. Additionally, CA IX expression leads to restoration of the S/G2 phase in reoxygenated cells [47]. In preclinical animal experiment results, the expression of these two markers was increased in the combination group than in the radiation-alone group.

We also investigated ROS changes in tumor cells when aerobic exercise was combined with radiation. ROS act as oxygen sensors in tumor cells and are key factors in increasing the effectiveness of radiation therapy [48]. In addition, ROS are closely related to tumor cell development, growth, metastasis, and apoptosis [49,50]. Nicotinamide adenine dinucleotide phosphate hydrogen oxidase 4 and H_2_O_2_ increase HIF-1α transcription, indicating that HIF-1α expression is increased by activating the nuclear factor kappa-light-chain-enhancer of activated B cells signaling pathway by ROS [51,52]. According to Eleftheriadis et al., reoxygenation induces ROS by activating aryl hydrocarbon receptors and interacting with HIF-1α [53]. Our animal experiments revealed that HIF-1α and ROS levels were increased in the combination group compared to the radiation-alone group.

Additionally, we investigated genes that showed altered expression when aerobic exercise was combined with radiation. 

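MIR106B lies on chromosome 7 of GRCh38 (100093993 to 100094074), within MCM7, a gene of the replicative helicase on the same strand. It had 4 reads in control, 4 with exercise alone, 0 with radiation alone and 4 in the combination. The ratio of the combination to control was 1.09 (95% interval 0.203 to 5.85), so a difference was not detectable at this depth. Against radiation alone, the exact interval of the ratio starts at 0.701, so here too 4 reads against 0 do not show a difference. The host gene MCM7 had 2368 reads in control, 2971 with exercise, 1615 with radiation and 1550 in the combination, a log2 ratio of −0.49 between the combination and control.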

DEG analysis revealed that microRNA (miR)-106B expression was significantly increased in the combination group compared to the control group. In a recent study, miR-106B was found to be under-expressed in colorectal cancer (CRC), with miR-106B downregulation negatively associated with lymph node metastasis. MiR-106B has also been shown to inhibit CRC metastasis by regulating cathepsin A expression [54]. In this study, we focused on genes associated with oxygenation and ROS in the combination group; four of the altered DEGs were of interest. *Gstm* is the largest group in the GST family and comprises *Gstm1*–*m5* according to the similarity of amino acid sequences [55]. According to Leonard et al., reoxygenation induced in the renal tissue following hypoxia-induced ischemia-reperfusion injury upregulates antioxidant genes, including *Gstm5* [56]. These results indicate that reoxygenation activity is involved in regulating cell recovery and apoptosis under hypoxic conditions and that ROS may play an important role in this process. In addition, *GSTM5* is expressed at low levels in human bladder cancer cells and tumor cell growth is inhibited when *GSTM5* is overexpressed [57]. Interestingly, *GSTM5* represents a robust predictor of the overall survival of patients with NSCLC [58]. Our analysis showed that *Gstm5* expression increased by 4.78-fold in the combination group compared to the radiation-alone group.

MPTP is a pore located in the inner mitochondrial membrane that opens in response to oxidative stress and Ca^2+^ loading [59]. MPTP opening leads to mitochondrial expansion and release of the pro-apoptotic mediator cytochrome c, ultimately leading to apoptosis [60]. MPTP induces early reoxygenation during myocardial injury, suggesting that the formation of MPTP is key in myocardial injury recovery [61]. Additionally, various cancer cells, including those of cervical cancer and neuroblastoma, generate ROS through the MPTP pathway and ultimately lead to cancer cell death [62,63]. SLC25A31, a member of the adenosine nucleotide translocase (ANT) family, is a mitochondrial membrane protein involved in energy homeostasis and apoptosis [64]. Produced in the cytosol, SLC25A31 plays a role in adenosine diphosphate and adenosine triphosphate transport in and out of the mitochondrial matrix [65]. SLC25A31 is highly expressed in the human brain, liver, and testis [66]. Interestingly, recent studies have shown that ANT proteins induce necrotic cell death in the inner mitochondrial membrane by regulating MPTP activity [62]. In addition, ANT has been proposed as a new biomarker for the survival of patients with renal cancer; the cumulative survival probability decreases as ANT expression decreases [67]. In this study, we found that MPTP increased in the aerobic exercise-alone group compared to the combination group. That is, MPTP specifically increased only due to aerobic exercise and decreased when combined with radiation. Finally, *Gsto1* mRNA expression increased by 5.88-fold in the combination group compared to the radiation-alone group. GSTO1 induces interleukin 1B expression [68] and regulates ROS production through the Toll-like receptor 4 signaling pathway [69]. Xu et al. suggested that *GSTO1* is an influential cancer treatment target [70].

We conducted a preclinical study using an animal model to confirm the effectiveness of aerobic exercise as an oxygen supply method to increase the efficacy of radiation. However, our study was based only on a single mouse model, with five animals per group, and did not include NSCLC in vitro experiments. The primary focus of our investigation was to confirm the tendency of aerobic exercise on radiation therapy effects. In addition, the correlation between oxidative substances generated from aerobic exercise and radiation-induced ROS could not be elucidated. Clinical studies related to lung disease have shown that continuous aerobic exercise improves lung function and increases oxygen saturation [71,72]. However, given the difficulty associated with NSCLC patients undergoing radiation therapy performing continuous aerobic exercise, enrolment for clinical studies assessing the efficacy of this combined treatment strategy is low. Nevertheless, our study suggests that the effectiveness of radiation therapy can be improved through aerobic exercise, which is clinically easier to access than oxygen delivery using nanoparticles, and should be considered when performing radiation therapy for NSCLC. Further accumulation of clinical research data is needed, particularly in the establishment of a combination treatment protocol that delineates aerobic exercise duration and intensity, considering the individual status of patients receiving lung cancer radiation therapy.

## 4. Materials and Methods

### 4.1. Cell Culture

A549 cells, a human NSCLC cell line, were purchased from the Korea Cell Line Bank (Seoul, Republic of Korea). Cells were grown in Roswell Park Memorial Institute (RPMI) 1640 medium, supplemented with 10% fetal bovine serum, 100 U/mL penicillin, and 100 mg/mL streptomycin, at 37 °C and 5% CO_2_.

### 4.2. Animal Models

Six-week-old male Bagg Albino (BALB)/c athymic nude mice (Orient Bio, Seongnam, Republic of Korea) were used for the in vivo study. The animal experiment protocol used in this study was approved by the Pusan National University Institutional Animal Care and Use Committee (PNU-IACUC) for ethical procedures and scientific care (Approval Number PNU-2022-0060). The preclinical animal experiment consisted of four groups: control, radiation alone, aerobic exercise alone, and combination (aerobic exercise and radiation therapy). Five mice per group were placed in a sterile cage and maintained in an animal care facility in a temperature-regulated room (23 ± 1 °C) with a 12 h light/dark cycle and quarantined for 1 week prior to the study. The animals had access to water at all times and were fed a standard mouse chow diet.

The animals were injected with 5 × 10^5^ A549 cells, in the flank, and the tumors were allowed to develop. Upon identification of a palpable tumor (tumor volume: 200 mm^3^), the animals were subjected to combined radiation and aerobic exercise for 2 weeks. The mice were subjected to aerobic exercise before radiotherapy on the same day. Tumor diameter was measured with an electronic caliper and determined using the following formula: tumor volume was 4/3 πabc; for an oblate spheroid, a = b > c. Thus, tumor size was calculated as 4/3 πa2c, where a is the large diameter and c is the small diameter.

### 4.3. Histological Analysis

At the end of the treatment period, the animals were euthanized, and the tumors were fixed with formalin, dehydrated, embedded in paraffin, and sliced into 4–6 μm sections. The tumor sections were stained with H & E, according to standard protocols. Representative images of H & E staining for each group are shown in Figure 1 and Figure 2. To assess Ki-67, CA IX, and HIF-1α abundance via IHC, sections were treated with 3% hydrogen peroxide/methanol followed by 0.25% pepsin (S3002; Dako, Carpinteria, CA, USA) to retrieve antigens. Samples were then incubated in a blocking solution (X0909; Dako) and incubated overnight at 4 °C with primary antibodies in antibody diluent (S3022; Dako). Subsequently, the sections were washed with Tris-buffered saline with 0.1% Tween^®^ 20 detergent and incubated with a polymer-horseradish peroxidase-conjugated secondary antibody (K4001; Dako). A 3,3′-diaminobenzidine substrate chromogen system (K3468; Dako) was used to detect antibody binding. The stained sections were observed using a KFBio digital slide scanning system software (Konfoong Bioinformatics Technology Co., Ltd., Zhejiang, China, www.kfbiopathology.com).

For 4-hydroxynonenal and nitrotyrosine IHC, the optimal cutting temperature compound block was prepared as follows: the block was cut into 4 μm slices, rinsed with phosphate-buffered saline (PBS), and stained. A non-specific reaction was suppressed using a serum-blocking buffer, containing 0.5% bovine serum albumin. The sections were then incubated with a primary antibody overnight at 4 °C. Following incubation, the sections were rinsed thrice with PBS and incubated with fluorophore-conjugated secondary antibodies in a blocking buffer for an hour at room temperature in the dark. Finally, the sample was washed with PBS and mounted with 4′,6-diamidino-2-phenylindole-containing media.

### 4.4. Animal Radiation and Aerobic Exercise Treatment Procedure

As this was a preclinical study, five animals were assigned to each group to ensure statistical significance. Animals were exposed to X-rays using a linear accelerator (Varian Co., RapidArc, Palo Alto, CA, USA). The radiation energy used was a 6 MV X-ray, and the center of the tumor surface was set to 100 cm (source-to-skin distance). Aerobic exercises were performed using a treadmill controller (Columbus Instruments Co., Columbus, OH, USA). For radiation treatment, the mice were anesthetized and fixed in a radiation irradiator. The field size was adjusted so that radiation could be applied only to the flank area of the mice where the tumor was implanted. BALB/c athymic nude mice (n = 5 per group) were subjected to aerobic exercise for 30 min three times per week for 2 weeks, followed by radiation. Aerobic exercise was performed on a treadmill at a speed of 8.0 m/min, and the tumor was irradiated with 2 Gy radiation. The mouse experimental process using a treadmill can be applied in various ways depending on the disease. The aerobic exercise protocol applied in this study was conducted at a speed of 8.0 m/min for 30 min, according to the previously reported findings [73,74].

### 4.5. Ribonucleic Acid (RNA) Isolation, Gene Expression Profiling, and Data Analysis

Total gene expression analysis was performed to determine the effect of radiation when combined with aerobic exercise. Copy DNA libraries were constructed from extracted RNA using the TruSeq Stranded messenger RNA (mRNA) LT sample preparation kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. From the extracted total RNA, only mRNA was used for analysis. The protocol consisted of polyA-selected RNA extraction, RNA fragmentation, random hexamer-primed reverse transcription, and 100 nt paired-end sequencing using an Illumina NovaSeq 6000. Libraries were quantified using quantitative polymerase chain reaction (qPCR), according to the qPCR Quantification Protocol Guide, and qualified using an Agilent Technologies 2100 Bioanalyzer (Aligent Technologies, Santa Clara, CA, USA).

Before analysis, the raw reads were processed from the sequencer to remove low-quality and adapter sequences, and the processed reads were aligned to the *Homo sapiens* genome (Genome Reference Consortium Human Build 38) using Bowtie2 v2.3.4.1. The reference genome sequence and annotation data were downloaded from Ensemble. Transcript assembly was then performed using Feature Counts v1.6.0. Based on the results, transcript and gene expression levels were calculated as read counts or Fragments Per Kilobase of exon per million fragments mapped per sample. Expression profiles were used to perform additional analyses, such as DEG expression analysis. The DEGs that exhibited at least a two-fold change were identified. For DEGs, GO and KEGG were applied with cluster Profiler v3.18.1 in R v4.0.3, which supports the statistical analysis and visualization of functional profiles for genes and gene clusters. Signaling pathway analysis was performed with KEGG to identify the functions of gene sets in specific pathways.

### 4.6. Statistical Analysis

All numerical data were presented as the mean ± standard error of at least three independent experiments. For quantification, data were analyzed using t-tests or analysis of variance. The Prism 5 software (GraphPad Software, San Diego, CA, USA) was used for all statistical analyses. Statistical significance was set at *p* < 0.05. Quantitative immunostaining was performed using tissue slide imaging. Positive cell detection was determined using the image, and analysis was performed by specifying a threshold value (default value: 0.2–0.6) for the designated positive cell detection.

## Figures and Tables

**Figure 1:**
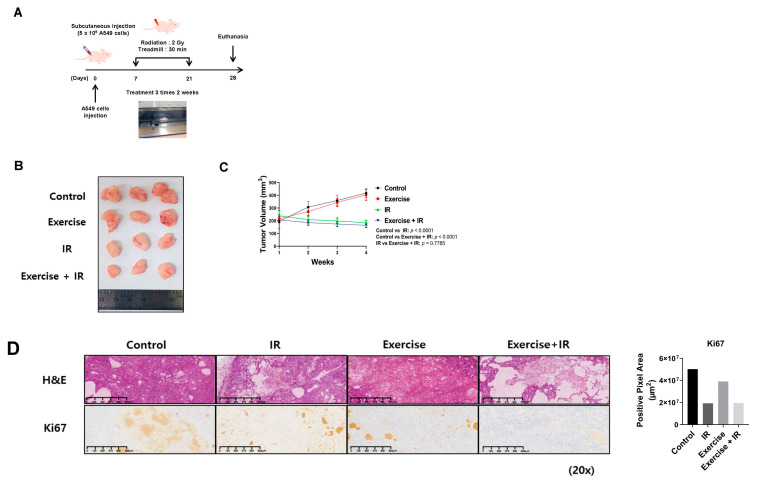
Aerobic exercise in combination with radiation reduced NSCLC growth. (**A**) Experimental procedure in a mouse xenograft model designed to investigate tumor growth in vivo. After subcutaneous injection of A549 cells, BALB/c athymic nude mice (n = 5 per group) were irradiated three times a week for 2 weeks and aerobic exercise was performed for 30 min three times per week; (**B**,**C**) Inhibitory effect on tumor volume in mouse xenograft models subjected to aerobic exercise and radiation; (**D**) H & E staining and Ki-67 immunohistochemical staining of mouse tumor sections showing inhibited cell proliferation upon radiation combined with aerobic exercise.; con: control, Ex: exercise, and IR: irradiation.

**Figure 2:**
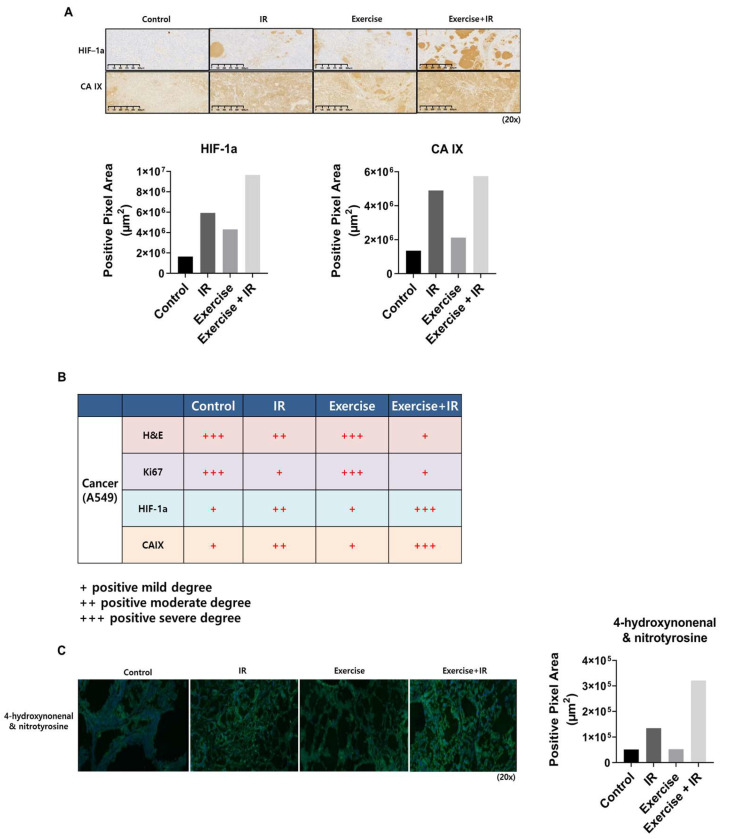
The “oxygen effect” was induced in tumor cells when aerobic exercise was combined with radiation. (**A**,**B**) HIF-α and CA IX immunohistochemical staining of tumor segments from mice treated with aerobic exercise and radiation exhibit increased oxygenation levels in tumor cells; (**C**) increased ROS levels in A549 cells in response to aerobic exercise and radiation confirmed by 4-hydroxynonenal and nitrotyrosine immunohistochemistry.

**Figure 3:**
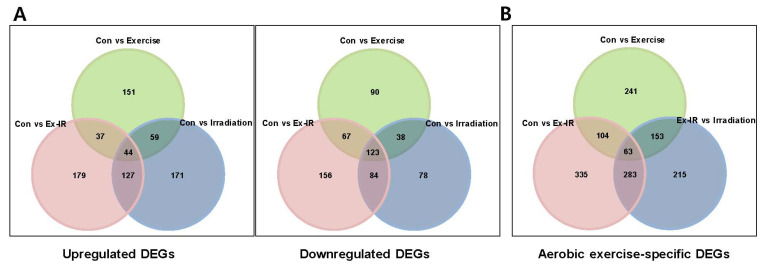

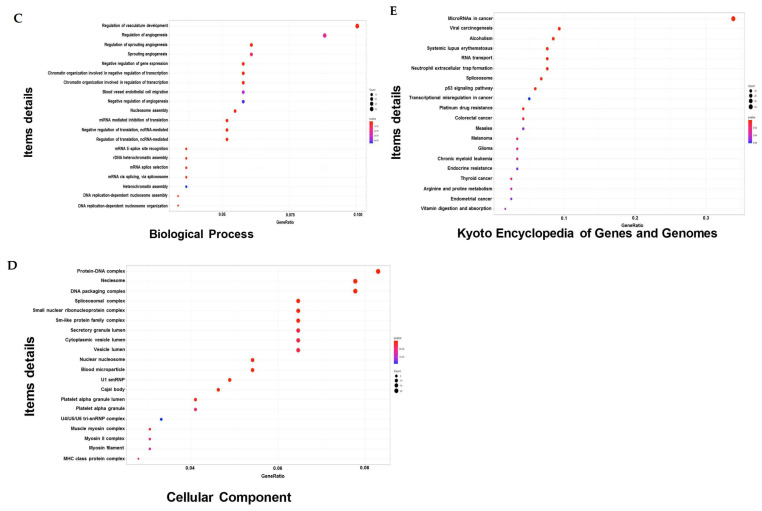
Combining aerobic exercise and radiation induces changes in various genes. (**A**) Through comparative combination analysis, DEGs that were upregulated or downregulated by more than 2-fold compared to the control group were identified. (**B**) Comparisons between the radiation-alone and combination groups: 215 DEGs were specifically altered by aerobic exercise. (**C**) Top 20 major enrichment biological processes in DEGs. The x-axis represents GeneRadio and False Discovery Rate (FDR) values. The y-axis shows various biological processes. (**D**) Chart showing the top 20 major enrichment cellular components of DEGs. The x-axis represents GeneRadio and FDR values. The y-axis shows the various cellular components. (**E**) Chart showing the top 20 Kyoto Encyclopedia of Genes and Genomes (KEGG) signal pathways of DEGs.

**Figure 4:**
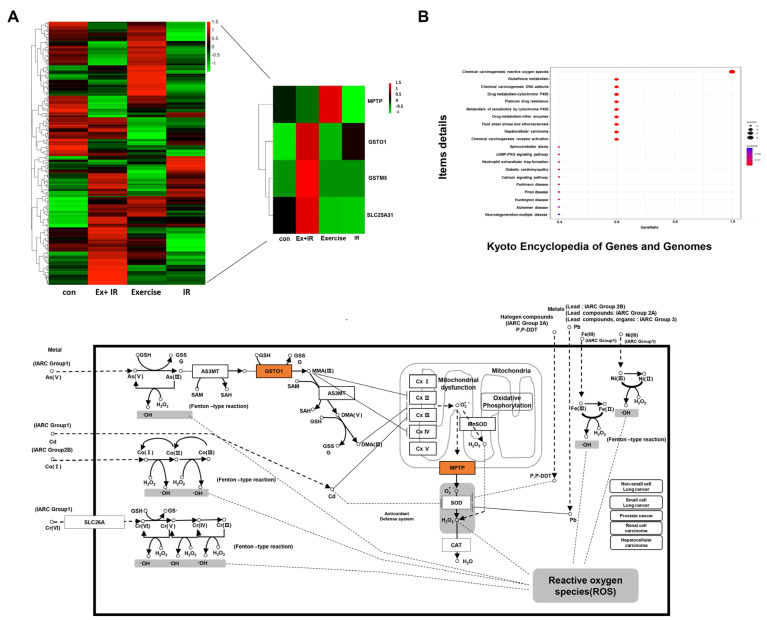
DEGs associated with oxygenation and ROS in the combination group compared to the radiation-alone group. (**A**) Overall heat-map of DEGs associated with oxygenation and ROS, and heat-map of specific genes; (**B**) KEGG analysis focusing on the ROS signaling pathway of DEGs altered in the combination group compared to the radiation-alone group.

**Table 1:** Top 20 DEGs changed when aerobic exercise and radiation therapy were combined.

	Symbol	Fold Change (log2)	Up/DownRegulated
**100422859**	Mir3136	−14.56455009	Downregulated
**100189415**	Trf-Gaa1-3	−13.88255615	Downregulated
**113218489**	miR10398	13.86087595	Upregulated
**406910**	miR125a	−13.83876398	Downregulated
**407011**	miR23b	−13.66512849	Downregulated
**102466194**	miR6773	−13.64055237	Downregulated
**113218510**	miR10523	−13.60208128	Downregulated
**102466741**	miR6813	−13.45770358	Downregulated
**692195**	Snord75	−13.35817707	Downregulated
**26809**	Snord42a	−13.31087593	Downregulated
**442907**	miR339	−13.29544742	Downregulated
**100616294**	miR4740	−13.28779461	Downregulated
**100033413**	Snord116-1	−13.25012801	Downregulated
**100189284**	Trg-Gcc1-5	−13.11534573	Downregulated
**100500904**	miR3942	−13.08187484	Downregulated
**100188995**	Trk-Ctt6-1	−13.07527287	Downregulated
**102465842**	miR7856	−13.04270882	Downregulated
**406900**	miR106b	13.01436327	Upregulated
**102465429**	miR6511b1	12.96253071	Upregulated
**102466743**	miR6822	−12.91934167	Downregulated

## Data Availability

Our whole transcriptome sequencing analysis data are registered in the NCBI database (GEO number: GSE221562).

How the deposited data were processed for this re-analysis (not part of the article)

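RNA from A549 xenografts was measured in 4 groups of the study (control, aerobic exercise alone, radiation alone and the combination), with 1 library per group. Libraries were mapped to groups by the sample labels and the paper's description of its groups.

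The authors made polyA-selected stranded libraries, trimmed the reads (the submitters' processing notes name cutadapt), aligned them with Bowtie2 2.3.4.1 to GRCh38 and counted them with featureCounts 1.6.0. The strand setting, the treatment of mouse reads and any pooling of tumors are not given in the sources used here. The paper says the annotation came from Ensembl, while the gene names follow NCBI. The authors deposited read counts per gene, not normalized, for 38137 genes. The authors also deposited FPKM values; the length they imply was within 2% of the whole gene span, introns included, for 84.0% of 10136 genes checked, which lowers the FPKM of genes with long introns. Coordinates are from the RefSeq annotation of the same build.

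From the counts, CPM were computed after TMM scaling (edgeR 4.0.16 in R 4.3.3) with a prior of 0.5 counts. Mitochondrially encoded genes took 6.22% of reads in control and 7.49% with exercise, the lowest and highest shares, and the top 10 genes took 7.29% to 8.54%. TMM factors were 1.032 in control, 1.007 with exercise, 0.982 with radiation and 0.98 in the combination. Log2 ratios were compared over 19393 genes with a mean count of at least 20 over the 4 libraries, at the paper's 2-fold threshold, with no test. A count of 0 allows up to 3 counts, which is 0.0840 CPM in control and 0.0916 in the combination after TMM scaling; a fold against 0 reads was computed against this floor as a lower bound that takes the other count as exact, and its exact interval is given beside it, and no fold is given where both libraries are at or below it. Intervals of folds are exact Clopper-Pearson intervals at 95% and cover counting error only. Intervals of list medians are bootstrap intervals over genes. Further steps used python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

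The comparisons were the combination against control, against radiation alone and against exercise alone, and exercise and radiation against control. A total of 33 gene lists were fixed before the data were examined: hypoxia, oxygen sensing, NRF2, ROS enzymes, glutathione S-transferases, pore components, p53, proliferation, angiogenesis, interferon, mesenchymal transition, lung epithelium, immediate early, heat shock, ATF4, cholesterol synthesis, NF-kappaB, ribosomal proteins, mitochondrially encoded genes, histones, 5 classes of short RNA, and markers of 8 host cell types. Each list was summarised by its median log2 ratio, its number of genes at 2-fold and its percentile among 10000 random lists matched on expression. Overlaps of lists against the shared control were set beside 100 simulated sets of unchanged libraries. The genes named are drawn from those the paper names, HIF1A, CA9 and MKI67, the 10 highest and 10 lowest genes of each comparison, and the 2 highest and 2 lowest members of each list. The text gives part of the genes under this rule, picked as examples after their values were seen, and the others are not reported here. Members of a list outside this rule are named where a count is 5 or fewer, and the 18S ribosomal RNA genes are named, after their values were seen. The paper's Table 1 and its stated folds had been read before this rule was written.

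The calling step was tested on simulated counts of the combination and control (19367 genes). It called 8.0% of genes made 1.5-fold different, 82.0% of those made 2.5-fold different, 100% of those made 4-fold different, and 0.308% of unchanged genes. The percentile step, tested on 40 simulated unchanged lists, placed 1 of them outside the middle 95%. Alternatives were priors of 2 and 0.1 counts, no minimum count and a minimum of 100, median-of-ratios and total-count scaling, short RNA genes left out, thresholds of 4-fold and 1.5-fold, FPKM with 0.1 added, list means, and random lists not matched on expression. Chosen after seeing the data were an additive model over the 4 libraries fitted with edgeR, the log2 scale of Table 1 and the counts without muscle genes. Gene ontology and KEGG enrichment were not repeated.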

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

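The tests of the muscle myosin and immediate early genes and the test of the scale of Table 1 were chosen after the result was seen; the tests of counting noise and of host gene reads were written before.

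The effect of aerobic exercise had median log2 ratios of opposite sign without and with radiation in several gene lists. In 4 of them the difference between both effects, and at least 1 of the effects, lay outside the middle 95% of random lists. The difference was not tested, since each group has 1 library. Lists with both medians on 1 side of 0 were left out, though their differences could be as large. With minus without radiation, the median was −0.38 for proliferation and −0.32 for angiogenesis genes (both percentile 0). It was 0.11 for p53 targets (percentile 99.2). Of the 4 lists with opposite signs, interferon-stimulated genes had a median of −1.01 for exercise against control and 0.16 for the combination against radiation alone. Fibroblast markers had 0.006 and −0.30. The former was −0.028 under total-count scaling, −0.015 with FPKM, −0.011 with no minimum count and −0.005 with a minimum of 100. Each of these ends the opposite signs. With a minimum of 100 the latter was much smaller in size too, as given above for the combination against radiation alone. Ribosomal protein genes had −0.033 and 0.11. Enzymes that produce or remove ROS had −0.066 and 0.12, while the list mean with exercise alone was 0.018. Signs were also opposite for keratinocyte markers (0.24 and −0.13), ATF4 and unfolded protein response genes (0.050 and −0.030), microRNA genes (0.024 and −0.023) and glutathione S-transferases (−0.001 and 0.075), whose differences lay within the middle 95%, and in 3 lists with fewer than 5 genes compared, which were not set beside random lists: small nuclear RNA (−1.02 and 0.33), adipocyte (−0.24 and 0.40) and endothelium (−0.30 and 0.20).

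A signal the paper does not discuss was the p53 response, with 21 of its targets at least 2-fold higher in the combination than in control.

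Skeletal muscle myosin genes had reads in the combination that control lacked: 417 for MYH4 (1 in control), 258 for MYH1 and 284 for MYH2 (0 in control for both). They were also detected with radiation alone (485 reads of MYH4) and with exercise alone (25). Part of the count of MYHAS, the antisense gene over this cluster, may be the same reads, since it lay within 1.33 times the summed myosin reads in each treated library. For muscle of the host as the source, 37.5% of the 16 other muscle genes were at least 2-fold higher, and 54.5% of the 11 with fewer than 100 reads in control, which leaves it open, as abundant muscle transcripts such as MYLPF (2 reads in the combination, 2 in control) stayed low and mouse reads match human genes unevenly. An effect of the treatments on the tumor cells was not tested and stays open.

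Short RNA genes led the paper's table with few reads. Counting noise stays open as a source: libraries simulated with no change held 31.5 short RNA genes (21 to 41) with 0 reads in the combination or radiation library and at least 3 in the other, as each of the 20 genes of the table has. The libraries themselves held 59, above the bound set beforehand, but that bound was wrong, since it sets a difference between single libraries against counting noise and noise alone gives enough such genes to fill the table. Reads from introns of host genes cannot be told apart from reads of the short RNA genes, since 181 microRNA genes had a median FPKM of 4.55 times that of their host and the host FPKM covers introns and exons together. The extreme ratios may come from the scale. A log2 ratio of the combination to radiation alone with about 0.000176 FPKM added gave the folds of Table 1. It also gave the Gstm5 and Slc25a31 folds stated in the paper's Results to within 0.006.

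Immediate early genes were higher with exercise both without and with radiation (medians 0.54 and 0.62). Over both comparisons and the 3 scalings tried, the lowest median was 0.51. This test could not have removed the difference, since the scalings differ little between the libraries compared. TMM factors were 1.032 in control and 1.007 with exercise, and 0.982 with radiation and 0.98 in the combination. Handling stress at tissue collection cannot be told apart from exercise, since the median of heat shock genes was above 0 in both comparisons, at 0.13 or more, and each group is 1 library. The 18S ribosomal RNA genes, a sign of how far polyA selection went, were lower in the same comparisons (RNA18SN1 −1.01 and −0.68), and a difference in RNA selection or quality was not tested. A response of tumor cells to exercise stays open and was not tested.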

How the results depend on the processing

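The additive model and the counts without muscle genes were chosen after the result was seen; the other alternatives were set before. No paired analysis was possible because each group has 1 library, and no library could be left out in turn. The 12 counts of genes stayed within 1.5 times of the reported count with a prior of 2 or 0.1 counts, with median-of-ratios or total-count scaling, without short RNA genes and without muscle genes. Of the 441 genes higher and 343 lower in the combination than in control, 368 and 343 passed under total-count scaling. Of genes simulated with a 2.5-fold difference, at all levels compared, 82.0% passed the 2-fold threshold; the spread between tumors of a group, which 1 library cannot show, is a limit that the simulation does not cover.

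Counts are given as higher and lower, in the order combination against control, combination against radiation, exercise against control, radiation against control, exercise against combination, and combination alone. With no minimum count they were 2988 and 3487, 2362 and 3239, 2564 and 3068, 3187 and 2868, 3459 and 3227, and 1157 and 1160. With a minimum mean of 100 counts, which tests fewer genes, they were 224 and 101, 9 and 14, 45 and 26, 166 and 55, 292 and 305, and 91 and 63. At 4-fold they were 76 and 9, 2 and 9, 15 and 8, 63 and 6, 30 and 108, and 18 and 7. At 1.5-fold they were 1187 and 1270, 448 and 826, 744 and 623, 1119 and 844, 1616 and 1485, and 407 and 692. With FPKM, where 0.1 is large beside the values of long genes, they were 160 and 81, 14 and 22, 35 and 39, 116 and 43, 194 and 228, and 68 and 55. The additive model assumes no interaction and has 1 residual degree of freedom. At an adjusted p of 0.05, its edgeR quasi-likelihood calls were 1076 higher and 727 lower genes with radiation and 11 and 5 with exercise. At an unadjusted p of 0.05 they were 4465 and 1086 genes. Of the 11, 7 were immediate early genes such as FOS, JUN and DUSP1 (15 of the 20 when adjusted over the list alone). The 5 were the copies of the 18S ribosomal RNA gene. With exercise the model called 0 of 34 proliferation genes (11 when adjusted over the list alone). It called 0 of 22 interferon-stimulated genes and 0 of 27 histones under either adjustment. Interferon-stimulated genes had medians of opposite sign without and with radiation, which a model with no interaction cannot show.

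Of the list medians, these moved beyond their interval; the cause was not tested. With FPKM, in comparison with control, medians were 0.16 for interferon-stimulated genes and −0.24 for fibroblast markers in the combination, 0.44 for proliferation and 0.25 for mesenchymal transition genes with exercise, and −0.071 for pore components and 0.19 for mitochondrially encoded genes with radiation. Between exercise and the combination they were 1.04 for proliferation and 0.32 for fibroblast. Ribosomal proteins had −0.14, −0.068 and −0.24 in the combination, exercise and radiation against control and 0.079 in exercise against the combination, under both FPKM and total-count scaling. Total-count scaling gave −0.73 for proliferation and −0.12 for microRNA genes in the combination, and −0.076 for pore components, 0.19 for mitochondrially encoded and −0.064 for microRNA genes with radiation. In exercise against the combination, list means were −0.18 for glutathione S-transferases and −0.016 for ribosomal proteins (median 0.039, the direction reversed). Smooth muscle and pericyte genes had a mean of −0.07 there (median 0.49, the direction reversed). Against control, heat shock genes had a mean of −0.02 in the combination (median 0.087, the direction reversed). With exercise, means were 0.059 for heat shock genes and −0.065 for ribosomal proteins. With no minimum count, microRNA genes had −0.11 in the combination against control and 0.16 in exercise against the combination, and small nucleolar RNA genes had −0.30 in the combination against control and −0.11 against radiation. With a minimum of 100, microRNA genes had −0.002 in exercise against the combination. Ratios of named genes moved beyond their counting interval for 241 values with FPKM, 91 with total-count scaling and 15 with median-of-ratios scaling. Percentiles from unmatched random lists entered or left the middle 95% for 5 values and did not for 66.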

Differences from the paper's values

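The paper states a 2-fold threshold and no minimum count or prior. The paper's fold for Gsto1 in the combination against radiation alone is 5.88, and the value here is 1.08; it differs under each alternative set before the data were examined that was run for it (priors of 2 and 0.1, median-of-ratios and total-count scaling, FPKM). On the log2 scale of Table 1, the value for GSTO1 is 0.13, and 5.89 is reached by GSTA5, a scale chosen after seeing the values. On that scale the values here are 4.76 for GSTM5 and 1.96 for SLC25A31, where the Results of the paper state 4.75 and 1.96. The paper's Discussion gives a slightly higher value for Gstm5.

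The paper's number of genes lower in the combination alone is 156, and the value here is 244. A prior of 2 counts, median-of-ratios scaling and leaving out short RNA genes bring it within 1.5 times (225, 229 and 232), while a prior of 0.1, no minimum count, a minimum of 100, total-count scaling, thresholds of 4-fold and 1.5-fold and FPKM do not. The paper gives 215 genes between radiation alone and the combination, and the value here for the same region of Figure 3B is 137; it differs under every alternative set before the data were examined. The whole list of the combination against radiation alone, without that restriction, holds 253 genes.

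The paper's Table 1 gives a log2 fold of 13.01 for MIR106B, and its text describes the gene as higher than in control; the value here against control is 0.11, which differs under each alternative run for it that was set before the data were examined (priors of 2 and 0.1, median-of-ratios and total-count scaling, FPKM). On the scale of Table 1 the ratio to radiation alone is 13.01, and all 20 folds of the table fall within 0.0005 of the log2 ratio of the combination to radiation alone.

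Regions of Figure 3, read by eye, differ as follows. In Fig. 3A, genes higher with radiation alone number about 170 and 104 here, those shared by the combination and exercise about 37 and 5 here, those shared by the combination and radiation about 130 and 211 here, and those shared by exercise and radiation about 59 and 10 here. Lower genes shared by the combination and exercise number about 67 and 18 here, those shared by exercise and radiation about 38 and 3 here, and those in all 3 lists about 120 and 7 here. In Fig. 3B, genes of the combination list alone number about 340 and 597 here, those shared by the exercise list and the list against radiation about 150 and 7 here, those shared by the combination list and the list against radiation about 280 and 101 here, and those in all 3 about 63 and 8 here. Of the alternatives set before the data were examined, a minimum of 100 counts brings the combination and radiation region of Fig. 3A (121) and the combination region of Fig. 3B (293) within 1.5 times, total-count scaling brings the former (179), and the 1.5-fold threshold brings the exercise and radiation regions (73 and 38) and the exercise region with the list against radiation (121); the others do not.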

Other observations

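All tests of repeated effects in this part were chosen after the result was seen. Proteins that the paper stained had transcripts in the libraries. CA9, the gene of CA IX, was 2.39-fold higher in the combination than in control (95% interval 2.24 to 2.55) and 1.33-fold higher than with radiation alone (1.26 to 1.40), and 1.80-fold higher with radiation alone than in control (1.69 to 1.93). HIF1A was 1.28-fold higher in the combination than in control (1.24 to 1.33) and had a log2 ratio of −0.15 to radiation alone. MKI67, the gene of Ki-67, had 1704 reads with radiation alone and 1400 in the combination, a log2 ratio of −0.20, and 6007 reads with exercise alone against 3699 in control.

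Ribosomal protein genes had a median log2 ratio of −0.17 with radiation alone against control, and the 13 mitochondrially encoded genes 0.32 in the combination, 0.28 with exercise and 0.26 with radiation against control, and 0.055 in the combination against radiation alone. Among 17 genes of ATF4 and the unfolded protein response, ATF3 and SESN2 were at least 2-fold higher in the combination than in control (median 0.18), and none of 11 lung epithelial genes was (median 0.15). Of markers of other host cells, DES, also a skeletal muscle gene, was at least 2-fold higher among 7 smooth muscle and pericyte genes in the combination than in control (median −0.18), 3 adipocyte genes had a median of 0.50, and none of 8 red blood cell genes had enough reads to be compared.

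The repeat of each treatment's effect was examined in disjoint pairs of libraries over 13781 genes with a mean count of at least 200. The effect of radiation without exercise and with exercise had a Pearson r of 0.704 and a Spearman rho of 0.561 across genes, which are not independent replicates, and 92 genes were at least 2-fold higher and 28 lower in both pairs, where independent lists would share 2.06 and 0.44. The effect of exercise without and with radiation had an r of 0.022 and a rho of 0.007, with 1 gene at least 2-fold higher in both and 0 lower in both. The lists held only 30 and 6 genes higher and 20 and 2 lower, so independent lists would share 0.01 and 0.0, and these overlaps do not show whether the effect repeats. Whether the effect of exercise differs with radiation was not tested, as each group has 1 library.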
